A study of Mus musculus and Homo sapiens with 15 samples.

How the data were processed

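RNA sequencing libraries of 15 samples were compared. Of these, 9 came from the thymus of mice homozygous for the p53 R282W mutation (W/W mice) that carried T-cell lymphomas and were sampled on day 150 after birth, 4 from grafted tumours in C57 mice, and 2 from U937 cells, a human myeloid leukaemia line, expressing p53 R282W. Arsenic trioxide (ATO) was the treatment in each system. Groups were taken from the sample labels, which also divide the ATO-treated W/W mice by outcome into progressing and regressing tumours. Because the outcome defines these groups, treatment and outcome cannot be separated in a comparison of one of them with water. The labels give no sequencing batch and do not say what a replicate number marks.

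Per the labels, total RNA was isolated with TRIzol and libraries were made with a SMARTer mRNA-Seq kit. The same protocol text holds a passage on culture with dexamethasone, isobutylmethylxanthine and insulin, which does not describe thymus or graft tissue, so it is not known how far the recorded protocol applies to these samples. The aligner, the counting program, its use of strand and the annotation release are not stated. The authors deposited raw read counts per gene, with no normalization, in a separate table for each system. Beside the counts, the authors' tables give FPKM values, and from the values each FPKM equals the count divided by the exonic gene size and by a single total per sample. The FPKM values were used only to check that total. In the W/W table it exceeded the summed counts by 0.106% to 2.33%, the most in water replicate 2, so some counted features of these libraries were not analysed here. In the C57 and U937 tables the totals matched the sums to within rounding.

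Gene coordinates in the W/W table were those of GRCm38: 99.4% of its genes had the same start and end as in GENCODE vM21. In the C57 table only 2.83% did, so it uses another mouse build, whose name is not stated, and no coordinates were compared between the mouse tables. The U937 table matched GENCODE v44 on GRCh38 for 98.2% of its genes. The tables held 52340, 56691 and 61806 genes for W/W, C57 and U937. No column of sample values was left unused for want of a label.

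Counts were tested with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization and the quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p-value under 0.05. The 9 W/W samples were fitted together as 3 groups, and the 4 C57 samples were fitted alone. Tested genes numbered 18119 in the W/W table and 15468 in the C57 table. Standard errors were derived from the log2 fold change and the F statistic. CPM values were scaled by the TMM-adjusted library size. Gene lists (16 for mouse, 5 for human, with no gene in more than 1 list of a species) were written from general knowledge of marker and target genes. The mouse lists were tested with camera at a preset correlation of 0.01 (limma 3.58.1), adjusted over the lists of one contrast, where at least 5 genes were tested. Trends with GC content and gene length were computed for 99.9% of the tested W/W genes and 98.6% of the tested C57 genes. The U937 system has 1 library per group and so no test: the log2 ratio of CPM with pseudocount 1 was taken for genes with a mean of at least 1 CPM, and the median of each list was placed among the medians of 10000 random lists of the same size matched on mean expression.

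The tests, the groups, the gene lists and the rule for naming genes were fixed before the data were examined. For each replicated contrast the rule names the 5 largest rises and the 5 largest falls among genes with a name, an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between the compared groups, besides Trp53, Cdkn1a, Mdm2, Mt1, Mt2 and Hmox1 in every contrast. For U937 it names the 5 largest rises and falls with at least 10 CPM in either library, and the human genes CDKN1A, MDM2, MT1X, MT2A and HMOX1. In the replicated contrasts, size means the fitted log2 fold change. For a gene at the floor, as defined below, this value depends on the prior count, and the lower bounds can give another order.

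Total counts per library ranged from 12800367 to 17550594 in the W/W table, from 12922147 to 15637644 in the C57 table and from 16454534 to 17872972 in the U937 table. In the W/W and C57 tables a gene with 3 counts or fewer in every library of a group was treated as at the floor, and its fold is given as a lower bound against that floor, on the same library sizes as the CPM values. Ratios in the U937 table, with 1 library per group, carry the counting interval instead, and with 0 counts in a library its lower limit is given. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The counting method was tested on simulated data with the real means, library sizes and spread, in which 200 genes were changed. In the W/W design 18.5% of the changed genes were recovered (42.4% of those changed 8-fold and 0% of those changed 2-fold), and 2.63% of the calls were false. In the C57 design 66.5% of 200 changed genes were recovered and 8.84% of the calls were false. The simulations called 38 and 147 genes, far fewer than passed in the real contrasts, so the adjustment was stricter in them. These shares therefore do not give the recovery in the real contrasts. A list of genes that was shifted was called in both designs, and an unchanged list was not. For U937, a simulated list of 40 genes raised 2-fold lay at the 100th percentile of random lists and an unchanged list at the 54.5th.

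Of the named genes, 17 of 40 in the W/W table and 5 of 16 in the C57 table overlap another gene, and their reads are uncertain where the overlap is on the same strand or the counting ignored strand.

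Alternatives were RLE normalization, no low-count filter, DESeq2 1.42.0, limma-voom, an absolute log2 fold change of at least 1, the replicate number as a block, each replicate left out in turn, protein-coding genes only, only the compared groups in the fit, and for lists fry or a correlation estimated from the data. For U937 they were pseudocount 0.1, TMM scaling and no filter. Removing GC content and length trends, removing mitochondrial genes, and crossing the replicate numbers in the C57 table were added after seeing the data. A pseudocount alternative for normalized values did not apply, since the tables hold counts.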

Results

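The transcriptomes of tumours carrying p53 R282W were measured by RNA sequencing with and without arsenic trioxide (ATO), to compare treated with untreated tumours. W/W mice carry the mutant allele of p53 on both chromosomes. Thymus tumours of W/W mice were sampled from 3 mice given water, 3 ATO-treated mice whose tumours progressed and 3 ATO-treated mice whose tumours regressed. Grafted tumours in C57 mice were sampled after phosphate-buffered saline (PBS, n = 2) or ATO (n = 2). U937 cells expressing p53 R282W gave 1 PBS library and 1 ATO library.

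Total read counts were 14944009, 17550594 and 14832309 in the water libraries, 15263147, 14930137 and 13189570 in the progressing libraries and 14011496, 12800367 and 14511362 in the regressing libraries. The C57 grafts had 15011658 and 15637644 counts after PBS, and 12922147 and 14004597 after ATO. The U937 libraries had 17872972 counts after PBS and 16454534 after ATO. Between 21372 and 27114 genes were detected in the W/W libraries. The mitochondrial share of counts in these libraries ranged from 2.08% to 8.83%, with the highest values in progressing replicate 2 (8.83%) and regressing replicate 3 (8.48%). In the C57 table the share was 0.520% and 1.02% in the PBS grafts, and 5.98% and 4.03% in the ATO grafts. TMM factors were 0.747 for water replicate 2 and 0.794 for progressing replicate 2, and lay between 1.03 and 1.16 for the other W/W libraries. The first principal component of the W/W libraries held 34.3% of the variance and the second 25.8%.

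**Figure D1:**
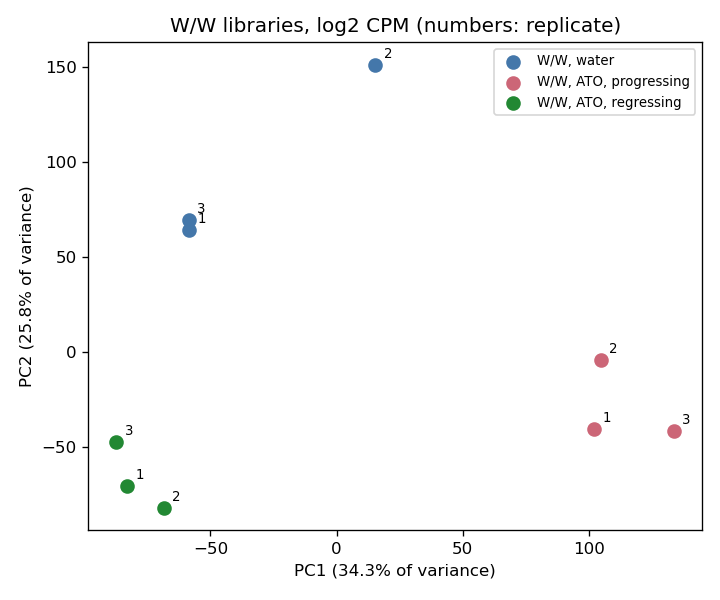
Principal component scores of the 9 W/W libraries from log2 CPM values, with PC1 on the horizontal axis and PC2 on the vertical axis (no unit); points are libraries, coloured by group and numbered by replicate. Progressing libraries lay at PC1 scores from 102 to 134, and regressing libraries from -87.3 to -68.4.

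The level of the mutated gene itself was examined first. Trp53 (ENSMUSG00000059552, GRCm38 chromosome 11, 69580359 to 69591873) had 4952, 3722 and 3738 counts in the water libraries, 809, 1811 and 786 in the progressing libraries and 2051, 1935 and 1506 in the regressing libraries. Its level was 278 ± 44.6 CPM (SD, n = 3) in water-treated tumours, 86.9 ± 57.4 (n = 3) in progressing tumours and 121 ± 19.3 (n = 3) in regressing tumours. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was -1.68 (SE 0.42, adjusted p = 0.0303) in progressing against water and -1.20 (SE 0.42, adjusted p = 0.0948) in regressing against water. The difference between the outcomes, 0.48 (SE 0.41, adjusted p = 0.451), did not pass the threshold, but without progressing replicate 2 it was 1.20 and passed (adjusted p = 0.0458). For both outcomes together the log2 fold change was -1.44 (SE 0.34, adjusted p = 0.0255). In progressing against water the call was lost without water replicate 1, progressing replicate 1 or progressing replicate 3, where the log2 fold changes over the 6 fits ran from -2.31 to -1.40. For both outcomes it was lost in 6 of 9 fits, those without water replicate 1, water replicate 2, progressing replicate 3 or any 1 of the regressing replicates, with log2 fold changes from -1.71 to -1.30. With only the compared groups in the fit, the fall passed in regressing against water (adjusted p = 0.0408) and not in progressing against water (0.0707). The labels give these mice as homozygous for the mutation. The counts themselves, here and in the grafts, do not show which allele a transcript came from. In C57 grafts Trp53 had 2724 and 2175 counts (172 ± 37.0 CPM, n = 2) after PBS and 2081 and 2792 counts (169 ± 21.3 CPM, n = 2) after ATO, with a log2 fold change of -0.03 (SE 0.22, edgeR adjusted p = 0.940).

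The comparison of regressing tumours with water addressed the effect of ATO in tumours that shrank, with treatment and outcome together. Of 18119 genes tested, 1396 passed the threshold of edgeR's test, 568 higher and 828 lower in regressing tumours. Of these, 1385 (99.2%) had no overlap between the groups, where chance gives 10% for 3 against 3 among unselected genes. Because the genes were selected on the same samples, a high share follows in part from the selection and is no separate support for the calls, here and in the contrasts below. Among fits with all samples, DESeq2 moved this count most, to 3354 genes. Single regressing libraries decided it: 60 genes passed without regressing replicate 2, 86 without replicate 1 and 546 without replicate 3. Without water replicate 2, 754 passed. In the fits without a regressing library more genes were higher than lower, 56 of the 60 genes, 78 of the 86 genes and 338 of the 546 genes.

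Rag1 (ENSMUSG00000061311, GRCm38 chromosome 2, 101638282 to 101649501) had 1.68 ± 0.923 CPM (SD, n = 3) in water and 2732 ± 1063 (n = 3) in regressing tumours, with 745 ± 580 (n = 3) in progressing tumours. Its log2 fold change in regressing against water was 10.67 (SE 0.95, edgeR adjusted p = 0.00135). Rag2 (ENSMUSG00000032864, chromosome 2, 101624718 to 101632529) had 0.154 ± 0.205 CPM in water and 244 ± 87.4 in regressing tumours (log2 fold change 10.53, SE 1.21, adjusted p = 0.00291). Both calls held in all 6 fits that left out a library, and without water replicate 1 the log2 fold change of Rag2 was 12.47. Both genes overlap B230118H07Rik, Rag1 on the same strand, so their reads are uncertain to that extent. The other large rises by fitted value were Ucp1, Lep and Gm37150. Pth and BC028471 had higher lower bounds than Lep and Gm37150, at least 294 and 216-fold. Ucp1 (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452) had 224, 2027 and 18106 counts in the regressing libraries, its adjusted p was 0.0498, and the call was lost in each of the 6 fits, with a log2 fold change of 9.01 without regressing replicate 3. Lep had 0 counts in the water libraries and was at least 80.7-fold higher in regressing tumours, with 20, 82 and 734 counts, and its call was lost without water replicate 2 or regressing replicate 2, and its log2 fold change was 8.74 without regressing replicate 3. Gm37150, which overlaps BC065403, was at least 52.3-fold higher, and its call was lost without regressing replicate 1 or 2. Among the falls, Zic5 was at least 23.9-fold lower and Pou5f1 at least 21.4-fold lower in regressing tumours, where each was at the floor. In water, Pou5f1 had 159 of its counts in replicate 2 and 2 and 22 in the others, and its log2 fold change was -4.54 without that library. Kcnf1, Gabra4 and Cd163l1 had log2 fold changes of -6.85, -6.47 and -6.34 (adjusted p = 0.0202, 0.0231 and 0.0428). The calls for these 5 falls were each lost when any 1 of the regressing libraries was left out. The calls for Pou5f1 and Cd163l1 were also lost without water replicate 2, and that for Cd163l1 without water replicate 3. Under limma-voom Ucp1, Pou5f1, Kcnf1, Gabra4 and Cd163l1 lost their call, and under the replicate block Ucp1, Pou5f1 and Cd163l1.

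The comparison of progressing tumours with water addressed ATO in tumours that grew on, with treatment, outcome and cell composition together. In this contrast 2157 genes passed the threshold, 865 higher and 1292 lower. Of these, 2032 (94.2%) had no overlap between the groups, against 10% by chance. Fitting only the compared groups gave 882 genes, without the regressing libraries, which correlated most closely with each other. Without progressing replicate 3, 907 passed, without water replicate 1, 1356, and without water replicate 3, 1351. The 5 largest rises by fitted value were noncoding genes with 0 counts in the 3 water libraries. The lower bound for BC028471, with at most 2 counts in a water library, was 146.6-fold, higher than for each of these 5. Gm30159 (ENSMUSG00000115164, GRCm38 chromosome 15, 63067008 to 63143105) was at least 146-fold higher, with 33.4 ± 22.9 CPM (SD, n = 3) in progressing tumours. Gm20488 was at least 99.4-fold higher, but it overlaps 5 other genes, 3 of them on the same strand, and its reads are uncertain. Gm34004 was at least 69.8-fold higher, with 727 of its counts in progressing replicate 1 and 5 and 37 in the others, and a log2 fold change of 7.52 without that library. Gm16055 and Gm5094 were at least 54.9 and 52.6-fold higher. Gm16055 is annotated as antisense to another gene and is uncertain, because the use of strand in counting is not stated. The calls for these 5 rises held in all 6 fits that left out a library, with a log2 fold change of 8.89 for Gm5094 without progressing replicate 3.

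The largest falls in progressing against water were Igkv19-93, a second Igkv segment (ENSMUSG00000076532), Gzmk, 4933440M02Rik and Ccr6. Igkv19-93 (ENSMUSG00000098814, GRCm38 chromosome 6, 68736297 to 68736780) had 853, 21409 and 1220 counts in water and at most 2 in progressing tumours, at least 2320-fold lower, and its log2 fold change was -9.24 without water replicate 2. The second segment fell by 11.67 on the log2 scale (SE 2.76, edgeR adjusted p = 0.0237), with 13706 counts in water replicate 2 against 33 and 26 in the other water libraries. These segments share sequence with related segments and are uncertain. Gzmk was at least 352-fold lower, with 3474 counts in water replicate 2 against 22 and 14. The calls for the second Igkv segment and Gzmk were lost when any 1 of the progressing libraries was left out. Without water replicate 2 their log2 fold changes were -4.08 and -5.15. 4933440M02Rik and Ccr6 were at least 75.9 and 56.8-fold lower, and Ccr6 had 603 of its counts in water replicate 1 against 27 and 36, with a log2 fold change of -7.97 without that library. Under limma-voom Gm34004, Igkv19-93, the second Igkv segment and Gzmk lost their call, as did Gzmk under the replicate block and the second Igkv segment with only the compared groups in the fit.

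The difference between outcomes under the same treatment was tested directly, and the water libraries cancel in this contrast. Here 2289 genes passed the threshold of edgeR's test, 1169 higher and 1120 lower in regressing tumours, and 2265 of them (99.0%) had no overlap, against 10% by chance. With all samples DESeq2 gave 4121 genes. Without regressing replicate 1 the count was 177, without replicate 2 it was 312 and without replicate 3 it was 549. Without progressing replicate 3 it was 531, and without progressing replicate 2 it was 1362. Pth (ENSMUSG00000059077, GRCm38 chromosome 7, 113385580 to 113388570) had 67.3 ± 31.8 CPM (SD, n = 3) in regressing tumours and 0 counts in the progressing libraries, at least 265-fold higher. Prss16 (ENSMUSG00000006179, chromosome 13, 22002173 to 22009742) had 793 ± 105 CPM in regressing and 0.281 ± 0.186 in progressing tumours (log2 fold change 11.40, SE 1.23, adjusted p = 0.00318). The immunoglobulin segments Igkv3-2, Ighv1-15 and Ighv5-16 were at least 78.8, 72.6 and 61.0-fold higher, with reads that related segments can share. The largest falls by fitted value included Cym, at least 372-fold lower, and Rxfp2, at least 109-fold lower. The others were the noncoding genes Gm45336, Gm32123 and Gm6145, at least 26.7, 16.6 and 15.8-fold lower. The bounds alone do not settle this ranking. Of these 10 genes, 3 (Pth, Prss16 and Gm45336) kept their call in all 6 fits that left out a library. Ighv1-15, with 749 of its counts in regressing replicate 3, lost it in each of the 6 fits, with a log2 fold change of 8.47 without that library. Cym, with 2335 counts in progressing replicate 2, lost it in all fits except that without progressing replicate 1, and was at -7.61 without replicate 2. Without progressing replicate 3 Rxfp2 was at -6.56 and Gm32123 at -6.78, and both lost their call. Rxfp2 and Gm6145 each overlap a gene on the same strand and are uncertain. Under limma-voom Cym and Rxfp2 lost their call.

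Both outcomes together were compared with water, which sets ATO-treated mice against other mice given water. In this contrast 1968 genes passed the threshold, 646 higher and 1322 lower. Of these, 1275 (64.8%) had no overlap between the 6 treated and the 3 water libraries. DESeq2 gave 3448 genes, and without regressing replicate 2 the count was 656. The largest rises were Gm20488, Gm30159, Rag1, BC028471 and Gm34004, and the largest falls were Igkv19-93, 4933440M02Rik, Klhl14, Kremen2 and Ifngas1. Kremen2 (ENSMUSG00000040680, GRCm38 chromosome 17, 23741197 to 23745833) fell by 6.15 on the log2 scale (SE 0.77, edgeR adjusted p = 0.00231), from 15.3 ± 7.47 CPM (SD, n = 3) in water to 1.40 ± 1.20 in regressing tumours and the floor in progressing tumours. Of the 10 genes, 8 kept their call in all 9 fits that left out a library. Gm34004 lost it in 5 fits, and Ifngas1 lost it without water replicate 2, which held 451 of its counts (log2 fold change -2.90 without it). Without that library Igkv19-93 was at -5.52 and Klhl14 at -5.32, without water replicate 3 BC028471 was at 12.20, and without progressing replicate 1 Gm34004 was at 7.89. Under limma-voom Gm34004 and Ifngas1 lost their call. BC028471 and Gm20488 overlap on the same strand and cannot be counted apart with certainty.

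Log2 fold changes of the outcomes against water correlated across genes with Pearson's r = 0.436 and Spearman's rho = 0.407. Because both contrasts share the 3 water libraries, 20 simulations of unchanged groups gave r = 0.498 on average (0.48 to 0.522) and a mean rho of 0.468, above the observed values. Genes are not independent replicates. Past the threshold in both contrasts were 446 genes, of which 242 were higher in both, 199 lower in both and 5 in opposite directions.

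Gene lists were compared next, by camera with Benjamini-Hochberg adjustment. In regressing against water 6 of the 16 lists passed. Thymocyte markers (median log2 fold change 2.12, adjusted p = 5.95e-17), adipocyte markers (5.30, adjusted p = 1.14e-05) and thymic epithelium markers (1.09, adjusted p = 2.65e-05) were higher. B cell markers (-3.17, adjusted p = 0.000586), fibroblast markers (-1.24, adjusted p = 0.00353) and class I antigen presentation (-0.80, adjusted p = 0.00928) were lower. In progressing against water 8 lists passed. Interferon response (-2.49, adjusted p = 3.32e-17), B cell markers (-5.53, adjusted p = 1.26e-13), cytotoxic lymphocyte markers (-4.02 with genes at the floor set to their bound, adjusted p = 5.25e-10), class I antigen presentation (-1.41, adjusted p = 8.54e-08) and thymic epithelium markers (-2.57, adjusted p = 0.00157) were lower. Thymocyte markers (1.47, adjusted p = 2.41e-06), proliferation (0.52, adjusted p = 0.00261) and p53 targets (0.39, adjusted p = 0.0443) were higher. The p53 call was lost without water replicate 1 (adjusted p = 0.150), water replicate 3 (0.0871) or progressing replicate 2 (0.238), and over all its alternatives the adjusted p ran from 0.000999 to 0.676. The proliferation call was lost without water replicate 3 (0.0809).

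Between the outcomes 10 lists passed. Thymic epithelium (3.80, adjusted p = 3.48e-12), interferon response (2.18, adjusted p = 3.25e-13), B cell (2.66, adjusted p = 2.10e-07), cytotoxic lymphocyte (2.82 at the bound, adjusted p = 7.25e-07), thymocyte (0.91, adjusted p = 0.000147), adipocyte (2.46, adjusted p = 0.00375) and class I antigen presentation genes (0.70, adjusted p = 0.00628) were higher in regressing tumours. Proliferation (-0.68, adjusted p = 2.02e-05), fibroblast markers (-1.33, adjusted p = 3.82e-05) and p53 targets (-0.90, adjusted p = 0.00167) were lower. The adipocyte call was lost without regressing replicate 3 (adjusted p = 0.0764). With both outcomes together against water 6 lists passed, of which thymocyte (1.73, adjusted p = 1.73e-12) and adipocyte markers (4.59, adjusted p = 0.000231) were higher. B cell (-4.38, adjusted p = 8.54e-13), cytotoxic lymphocyte (-2.67, adjusted p = 5.76e-08), interferon response (-1.51, adjusted p = 1.85e-09) and class I antigen presentation genes (-1.01, adjusted p = 1.18e-06) were lower. Of the 6, 8, 10 and 6 calls in these contrasts, 1, 5, 7 and 5 also held under fry, and 0 held under a correlation estimated from the data. Endothelial, erythroid, macrophage, muscle, neutrophil and metal and oxidative stress lists passed in none of these 4 contrasts in the same fit, and their lowest adjusted p-values were 0.141, 0.688, 0.148, 0.282, 0.121 and 0.282. Without the low-count filter macrophage (0.0458) and neutrophil markers (0.0133) passed in progressing against water, and neutrophil markers between outcomes (0.0282). Adipocyte markers passed without the filter in progressing against water (0.0143) and cytotoxic lymphocyte markers in regressing against water (0.0127). The cytotoxic call in regressing against water also appeared without water replicate 1 (0.0206), water replicate 3 (0.0159), regressing replicate 1 (0.0484) or regressing replicate 3 (0.0430). Endothelial, erythroid, macrophage and neutrophil markers each passed in at least 1 fit that left out a library, as did interferon response and proliferation in regressing against water, adipocyte and fibroblast markers in progressing against water, and fibroblast markers and proliferation for both outcomes.

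**Figure D2:**
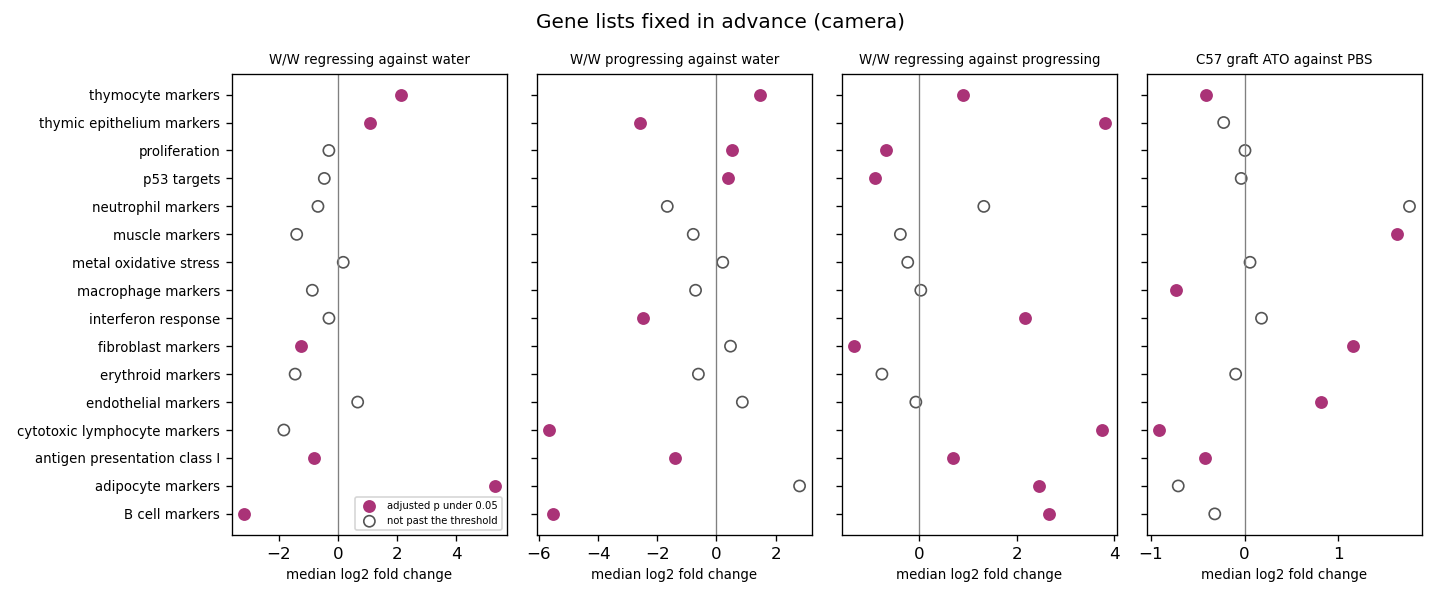
Median log2 fold change of each gene list (horizontal axis) in 4 contrasts, with lists on the vertical axis; filled points passed the camera threshold, and medians are of fitted values. Thymic epithelium markers lay at 1.09 in regressing and at -2.57 in progressing tumours against water.

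Targets of p53 were counted because ATO was studied in tumours with mutant p53. Of 42 target genes, 4 passed over all genes tested in regressing against water (1 higher), and 7 adjusted over the list alone. In progressing against water 9 passed (6 higher), and 12 adjusted over the list alone. Between outcomes 11 passed (2 higher in regressing tumours), and 15 adjusted over the list alone. With both outcomes together 5 passed (3 higher), and 7 adjusted over the list alone. DESeq2 moved these counts to 10, 16, 18 and 10, and for both outcomes testing without the low-count filter moved it further, to 12. Without regressing replicate 1 or 2 the count in regressing against water was 0, where 86 and 60 genes of any kind passed. Cdkn1a had 15.9 ± 7.42 CPM (SD, n = 3) in water, 70.6 ± 57.6 in progressing and 12.1 ± 11.9 in regressing tumours, and it passed in no contrast of the edgeR fit described above (lowest adjusted p = 0.0564, regressing against progressing). Mdm2 had 92.3 ± 9.98, 268 ± 234 and 142 ± 30.5 CPM in the same groups, with 6371 counts in progressing replicate 2 and a lowest adjusted p of 0.0771 in that fit. Mt1, Mt2 and Hmox1 also passed in none of its contrasts, with lowest adjusted p-values of 0.208, 0.0622 and 0.129.

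These calls depended on the settings. Of 9 alternatives with all samples, Mt2 in progressing against water passed under 6, namely no low-count filter, DESeq2, limma-voom, protein-coding genes only, the compared groups alone and GC and length removal. Its adjusted p over all alternatives ran from 2.08e-05 to 0.141. Between outcomes Mt2 passed under no filter, DESeq2 and limma-voom (range over all alternatives 0.000597 to 0.239), and for both outcomes under no filter (0.00680 to 0.375). Cdkn1a passed between outcomes under no filter, DESeq2 and GC and length removal (0.000661 to 0.187), and in progressing against water under no filter and DESeq2 (0.00228 to 0.279). Mdm2 passed in progressing against water under no filter and DESeq2 (0.00637 to 0.215) and for both outcomes under no filter (0.0343 to 0.298). Without the filter Mt1 passed in progressing against water (0.0265 to 0.554) and between outcomes (0.0151 to 0.470). Hmox1 passed without the filter in regressing against water (0.0303 to 0.878), and between outcomes without the filter and with the compared groups alone (0.0124 to 0.272). Other calls appeared when a library was left out. Between outcomes Cdkn1a passed without progressing replicate 1 (-2.93, adjusted p = 0.0458) or regressing replicate 3 (-3.65, adjusted p = 0.0399), and Mt2 without regressing replicate 3 (-3.76, adjusted p = 0.0446). In progressing against water Mdm2 passed without progressing replicate 1 (1.89, adjusted p = 0.0420), and Mt1 and Hmox1 without water replicate 2 (3.36 and 1.78, adjusted p = 0.0388 and 0.0235).

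**Figure D3:**
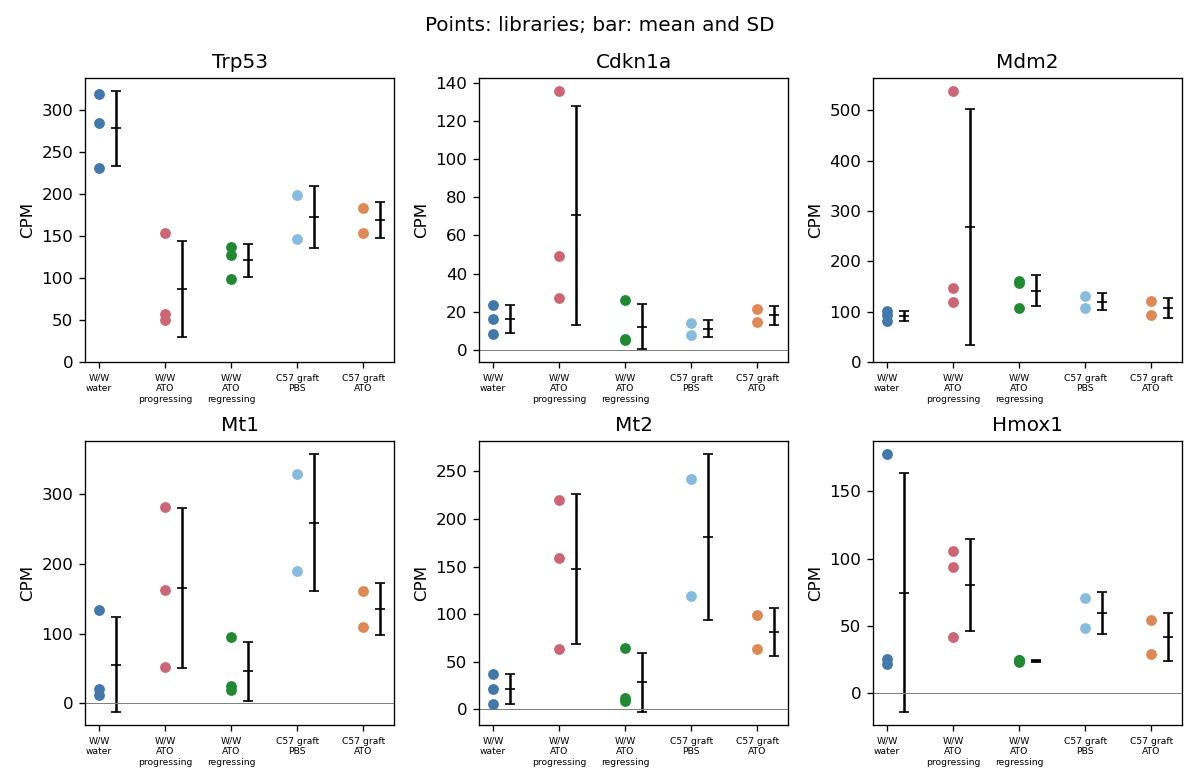
CPM of Trp53, Cdkn1a, Mdm2, Mt1, Mt2 and Hmox1 (vertical axes) in the W/W and C57 groups (horizontal axes); points are libraries, bars give the mean and SD, and levels are normalized within each table only. Trp53 was at 278 CPM on average in water-treated and 86.9 CPM in progressing W/W tumours.

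In C57 grafts, the effect of ATO against PBS was tested on 2 libraries per group. Of 15468 genes, 2157 passed the threshold of edgeR's test, 1140 higher and 1017 lower after ATO. With an absolute log2 fold change of at least 1 required, 1311 passed, 904 higher and 407 lower, and this alternative moved the count most as a ratio. With GC content and length trends removed 1424 passed, 624 higher and 800 lower. No call is given without 1 of these libraries, since an arm would then hold 1 sample. The largest rises were Myh8, Actc1, Lmod3, Mypn and Ano5, each with at most 1 count per PBS graft. Myh8 (ENSMUSG00000055775) was at least 109-fold higher, with 106 and 605 counts after ATO, and Actc1 at least 85.5-fold higher, with 18 and 548 counts. Without ATO replicate 2 their log2 fold changes were 9.77 and 4.91. The largest falls were Wfdc18, Iglc1, Ighg2c, Ighg1 and Pla2g2d. Ighg2c (ENSMUSG00000076612) fell from 11.4 ± 4.13 CPM (SD, n = 2) to 0.332 ± 0.469 (log2 fold change -5.13, SE 0.82, edgeR adjusted p = 0.00673; -10.39 without ATO replicate 1), and Wfdc18 was at least 16.8-fold lower. The call for Ighg2c was lost under DESeq2 (adjusted p = 0.0672, the highest over its alternatives, which began at 2.4e-16), and that for Actc1 under limma-voom (0.0580, the highest over its alternatives, which began at 1.7e-30). Mt1 fell by 0.94 (SE 0.28, adjusted p = 0.0456) and Mt2 by 1.16 (SE 0.32, adjusted p = 0.0347) on the log2 scale. Both calls were lost under the replicate block (adjusted p = 0.0896 and 0.0778) and under GC and length removal (log2 fold changes -0.57 and -0.74, adjusted p = 0.182 and 0.135), and that of Mt1 under limma-voom (0.0523). Over all alternatives the adjusted p ran from 0.000320 to 0.182 for Mt1 and from 9.2e-06 to 0.135 for Mt2. Cdkn1a, Mdm2 and Hmox1 did not pass (adjusted p = 0.210, 0.651 and 0.271).

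Of the 16 lists in the C57 grafts, 7 passed under camera and 0 of these under fry or an estimated correlation. Muscle (median log2 fold change 1.62, adjusted p = 0.000257), fibroblast (1.15, adjusted p = 0.00175) and endothelial markers (0.81, adjusted p = 0.0294) were higher after ATO. Macrophage markers (-0.73, adjusted p = 0.000257), thymocyte markers (-0.41, adjusted p = 0.00226), class I antigen presentation (-0.42, adjusted p = 0.0194) and cytotoxic lymphocyte markers (-0.91, adjusted p = 0.0228) were lower. Of the other lists, adipocyte markers had the lowest adjusted p, 0.0513, and they passed without the low-count filter (0.0165) and under the replicate block (0.0310), as did B cell markers without the filter (0.0272). Under GC and length removal class I antigen presentation (0.0710) and cytotoxic lymphocyte markers (0.0809) lost their call. Of 40 p53 targets tested, 5 passed (2 higher), and 5 adjusted over the list alone.

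In U937 cells there was 1 library per group, so no difference has a replicate check. Of 13722 genes, 2096 had a ratio of at least 2-fold higher after ATO and 1171 at least 2-fold lower, and the median log2 ratio was 0.13. HMOX1 (ENSG00000100292, GRCh38 chromosome 22, 35380361 to 35394214) rose from 204 to 31427 counts, a ratio of 167 (95% Wilson interval from counting error, 146 to 192). NUPR1 had 0 counts in the PBS library and 2305 after ATO, at least 652-fold higher by the same interval. HTRA3 had 3 and 1888 counts, a ratio of 684 (interval 232 to 2012). SLC26A11 and ANKRD34C had 4 and 6 counts after PBS and 1744 and 1332 after ATO. The largest falls were FASN (28778 to 1023 counts), PRTN3 (281 to 11.5 CPM), RNASE3 (111 to 4.13), INSIG1 (923 to 42.2) and DHCR7 (236 to 11.5). CDKN1A had 375 counts after PBS and 2741 after ATO, a ratio of 7.94. MT2A rose from 39.2 to 1762 CPM and MT1X from 15.2 to 326. MDM2 was at 78.4 CPM after PBS and 91.5 after ATO.

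Among the 5 human lists, metal and oxidative stress genes had a median log2 ratio of 2.00, at the 100th percentile of matched random lists, and proliferation genes a median of -1.29, at the 0th. Interferon response genes had a median of 0.81 (percentile 99.8), p53 targets 0.42 (percentile 99.0) and class I antigen presentation genes -0.34 (percentile 5.82). Of 35 p53 targets with a value, 24 were higher after ATO, 13 of them at least 2-fold, and 1 was at least 2-fold lower. The rise was uneven: log2 ratios were 5.73 for GDF15 and 3.73 for DDIT4, but 0.22 for MDM2 and -0.04 for CCNG1. DDB2 was at -0.57 and AEN at -2.22. The list value by itself does not show p53 activity, because other responses to ATO were not separated from it. TMM scaling moved the p53 median most, to 0.21, and the median of all genes from 0.13 to -0.07. It moved the medians of class I antigen presentation genes to -0.55, metal and oxidative stress genes to 1.81 and proliferation genes to -1.50. Without the low-value filter the interferon response median was 0.51. Percentiles describe these 2 libraries and not the conditions.

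**Figure D4:**
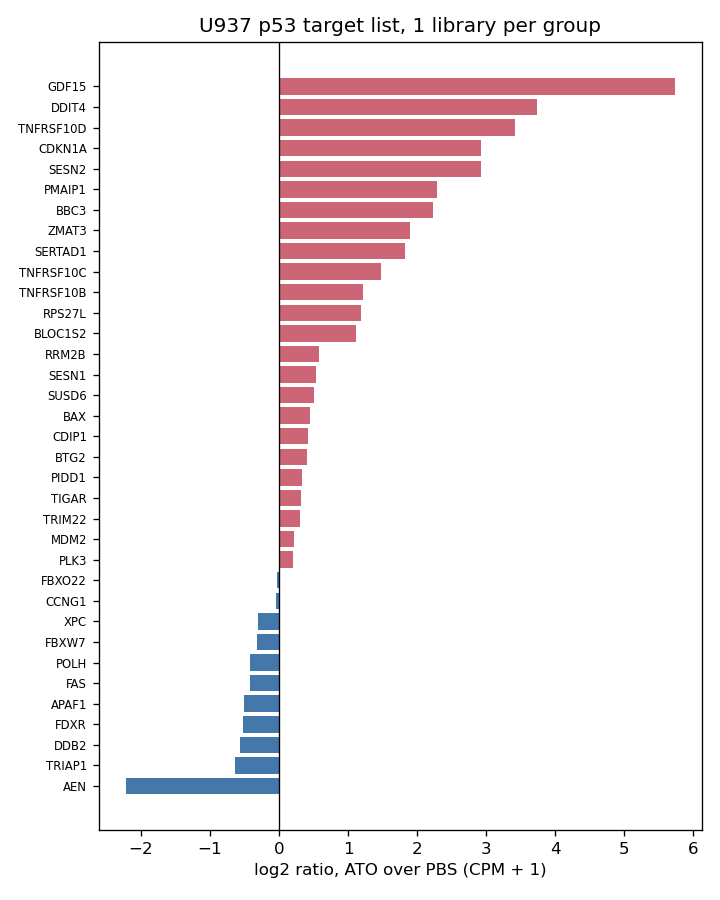
Log2 ratio of CPM plus pseudocount 1, ATO over PBS (horizontal axis), for the 35 p53 target genes with a value in U937 cells (vertical axis); each bar compares 1 library with 1 library. Bars of 24 genes lie above 0.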

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

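The results here differed between the outcomes by the direct test of regressing against progressing tumours, in which the shared water libraries cancel. The tests of shared reads between Trbv segments and of the gene lists without mitochondrial genes were chosen only after the result was seen.

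Of 16 gene lists, 10 differed between outcomes. The median log2 fold changes, regressing minus progressing, were 3.80 for thymic epithelium markers, 3.74 as fitted for cytotoxic lymphocyte markers, 2.66 for B cell markers, 2.46 for adipocyte markers, 2.18 for interferon response, 0.91 for thymocyte markers and 0.70 for class I antigen presentation. They were -0.68 for proliferation, -0.90 for p53 targets and -1.33 for fibroblast markers. The values argue against GC content and gene length as the whole cause, since 10 of these 10 lists still passed without those trends. Mitochondrial reads acting through library size are argued against as the whole cause of the list differences. Without mitochondrial genes the median log2 fold change of the other genes moved by 0.08, far less than the list medians, which go both ways, and 10 of the 10 lists still passed. Their effect on the number of genes on each side cannot be told apart from other causes. The number of genes in the W/W contrasts changed by at most 1.02 times, but a total does not show genes that move from one side to the other, and the split between outcomes moved from 1169 higher and 1120 lower to 1286 higher and 1025 lower. All 10 lists lost their call under an estimated correlation, and 3 of them under fry. The adipocyte call was lost without regressing replicate 3 (adjusted p = 0.0764, against a range from 2.30e-06 to 0.536 over its alternatives). Of the 10 splits of the 6 samples, 1 gave as many genes in this contrast, the real one, and 3 against 3 cannot give a smaller share. A candidate explanation is a difference in cell composition, with more normal thymus in the regressing samples. It was tested on receptor segments: the lowest effective number of Trbv segments in a regressing sample was 6.99 times the highest in the other samples. Prss16, the most abundant gene of the thymic epithelium list, was at 793 CPM in regressing, 12.8 in water and 0.281 in progressing samples. For the thymocyte list the test is less direct, since 22 of its 22 genes were at 1 CPM or more in progressing tumours too, and T-lymphoma cells may express them (6.99 does not part the sources). A difference between the outcomes within the tumour cells, under the same treatment, stays open and was not separated from composition. Both groups were given ATO, so this contrast cannot show an effect of ATO by itself.

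Of 30 named genes in the contrasts against water, 9 differed between outcomes. Fitted log2 values of genes at the floor depend on the prior count. Lep (fitted 7.79, edgeR adjusted p = 0.0253) was at least 72.9-fold higher in regressing tumours. Igkv19-93 (fitted 7.39, adjusted p = 0.0206) was at least 69.96-fold, Ccr6 (fitted 8.67, adjusted p = 0.0315) at least 13.7-fold and Kremen2 (fitted 5.43, adjusted p = 0.0198) at least 5.52-fold higher. Zic5 (fitted -7.41, adjusted p = 0.0317) was at least 6.85-fold lower. Kcnf1 (-4.64, adjusted p = 0.0398), Gm30159 (-4.28, adjusted p = 0.0148), Gm5094 (-3.97, adjusted p = 0.0462) and Gm16055 (-3.92, adjusted p = 0.0229) were lower in regressing tumours. Lep had 734 of its counts in regressing replicate 3, the library without which the adipocyte list lost its call (0.0764). Fat attached to the dissected tissue is a candidate source, with Fabp4, the most abundant gene of that list, at 1110 CPM in regressing, 470.2 in progressing and 84.5 in water samples. Reads shared with related segments stay open for Igkv19-93. For the other genes no explanation was tested gene by gene.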

How the results depend on the processing

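RLE normalization, limma-voom, protein-coding genes only and removal of mitochondrial genes kept each count of genes past the threshold within 1.5 times. Other alternatives did not, and the cause was not tested unless the construction shows it. Genes in regressing against water, progressing against water, regressing against progressing, both outcomes against water and the C57 grafts numbered 1396, 2157, 2289, 1968 and 2157. Without the low-count filter, which tests more genes, they were 2689, 3594, 3621, 3273 and 3274. DESeq2 gave 3354, 3733, 4121 and 3448 in the W/W contrasts. With only the compared groups in the fit, progressing against water gave 882. The other contrasts of 3 against 3 stayed within 1.5 times, so fewer samples alone do not explain this fall. The fit of 3 groups uses a common estimate of spread. Regressing libraries correlated with each other at 0.941 to 0.98, water libraries at 0.878 to 0.925 and progressing libraries at 0.885 to 0.911. Whether this unequal spread is the cause was not tested. A log2 fold change of at least 1, a stricter threshold, gave 1311 in the C57 grafts, and removing GC content and length trends there gave 1424. In fits with all samples, the side with more genes, higher or lower, was not stable in 2 contrasts. It changed between outcomes under GC and length removal and with the compared groups alone. In the grafts it changed under DESeq2, the replicate block and GC and length removal. Removing mitochondrial genes moved the median of all genes in regressing against water by 0.10 on the log2 scale, and the split there from 568 higher and 828 lower to 649 and 720.

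Replicate numbers were checked for pairing. Correlations of same-numbered W/W samples' deviations from their group means ran from -0.12 to 0.14, with 1 of 9 over 0.1. These values show no pairing across all groups, but they cannot exclude one. Between water and regressing samples the same-numbered values were 0.136, 0.083 and 0.093, and the crossed ones ran from -0.165 to 0.059. Between progressing and regressing samples the same-numbered values were 0.09, -0.12 and -0.089. With the replicate block, progressing against water gave 1405 genes, both outcomes 1230 and the grafts 1350, with 3 p53 targets in the grafts. In the grafts the same-numbered correlation was -0.13, and the crossed pairing, chosen after seeing the data, gave 3298 genes and 9 p53 targets. Under the block, lists that had not passed reversed: erythroid markers in regressing against water (adjusted p = 0.941) and for both outcomes (0.629), metal and oxidative stress between outcomes (0.913) and proliferation in the grafts (0.995, and 0.904 with crossed numbers). Mt1 in regressing against water was at 0.40 under the block.

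Each library was left out in turn, which lowers power, although some counts rose. Over 6 fits each, regressing against water ran from 60 (without regressing replicate 2) to 1190 genes, progressing against water from 907 (without progressing replicate 3) to 2557, and regressing against progressing from 177 (without regressing replicate 1) to 2000. Over 9 fits, both outcomes ran from 656 (without regressing replicate 2) to 2099. The side with more genes changed in regressing against water without water replicate 2 or any 1 of the regressing replicates, in progressing against water without progressing replicate 1, and between outcomes without progressing replicate 1 or 3. The number of p53 targets ran from 0 to 4, from 4 to 13, from 3 to 12 and from 2 to 8 in these contrasts. The number of gene lists ran from 6 to 8, from 7 to 10, from 10 to 11 and from 6 to 9. With all samples, DESeq2 gave 10, 16, 18 and 10 p53 targets, no filter gave 9, 14 and 12 in the contrasts against water and 10 in the grafts, the compared groups alone gave 5 in progressing against water, and GC and length removal gave 3 in the grafts. The number of lists under fry was 1 in regressing against water, 5 in progressing against water and 0 in the grafts, and it was 0 under an estimated correlation in each of the 5 contrasts.

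Some genes and lists that had not passed with all samples reversed direction in a fit without 1 library. In regressing against water log2 fold changes ran for Mt1 from -1.21 to 1.60, Mt2 from -0.94 to 1.17, Cdkn1a from -1.49 to 0.0773 and Hmox1 from -2.07 to 0.12. Hmox1 ran from -0.34 to 1.78 in progressing against water and from -1.20 to 0.95 for both outcomes, Mdm2 from -1.27 to 0.12 between outcomes, and Trp53 in the grafts, with no test, from -0.26 to 0.20. Adjusted p-values of lists ran in regressing against water for erythroid from 0.0267 to 0.854, macrophage from 0.025 to 0.947, endothelial from 0.0603 to 0.628 and neutrophil markers from 0.333 to 0.947. In progressing against water they ran for adipocyte from 0.00681 to 0.878, erythroid from 0.00191 to 0.883, macrophage from 0.0242 to 0.882 and metal and oxidative stress from 0.0882 to 0.604. Between outcomes they ran for endothelial from 0.0286 to 0.936, macrophage from 0.196 to 0.992, metal and oxidative stress from 0.0664 to 0.880 and muscle markers from 0.602 to 0.996. For both outcomes they ran for erythroid from 0.00291 to 0.980, fibroblast from 0.0488 to 0.937, macrophage from 0.0131 to 0.815, p53 targets from 0.0513 to 0.872, proliferation from 0.0115 to 0.976 and thymic epithelium markers from 0.0905 to 0.964. Of these reversals, those of erythroid markers without water replicate 2 passed the threshold, in regressing against water (0.0267) and for both outcomes (0.00291).

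Other reversals, none of which passed, were Mt1 in regressing against water under limma-voom (0.21) and GC and length removal (0.0832), and Trp53 in the grafts under GC and length removal (0.0244). By adjusted p, lists reversed without a filter for metal and oxidative stress between outcomes (0.757) and proliferation in the grafts (0.297). Muscle markers between outcomes reversed without mitochondrial genes (0.998), with the compared groups alone (0.488) and under GC and length removal (0.986). GC and length removal also reversed erythroid markers for both outcomes (0.818) and p53 targets and proliferation in the grafts (0.915 each). Fry reversed metal and oxidative stress between outcomes (0.979) and p53 targets in the grafts (0.977).

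Among named genes with all samples, 26 results became weaker and 24 stronger across the threshold while 611 did not change. Of the 26, 15 were under limma-voom. Among lists, 58 became weaker and 9 stronger while 630 did not change. In fits without 1 library, 75 gene results became weaker and 7 stronger, and 5 list results became weaker and 23 stronger.

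The correlation of outcomes against water was 0.566 among genes above the median expression, against 0.498 simulated. In U937 the p53 median was 0.21 under TMM scaling. For named genes at the floor, depth allows only lower bounds.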

Other observations

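Tests of merged Trbv subgroups, of Xist in the grafts and of the metal genes were chosen only after the result was seen, as were the other references and the gene-order rotation in the chromosome test.

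T-cell receptor beta variable (Trbv) segments were counted in each W/W library. The effective number of segments (the exponential of the Shannon entropy of their shares) was 1.63 ± 0.219 in water, 2.06 ± 0.564 in progressing and 18.2 ± 0.526 in regressing samples (SD, n = 3 each). The most used segment held 76.5% to 94.3% of Trbv reads in water and progressing samples, but 9.99% to 14% in regressing samples. An exact permutation test, two-sided, gave p = 0.1 against either group, the smallest p that 3 against 3 allows. The lowest regressing value was 6.99 times the highest of the others. Read depth is argued against: after subsampling to 1484 Trbv reads the ratio was 6.96. Reads shared between related segments are argued against, with a ratio of 5.14 after merging subgroups. The hypothesis that regressing samples held polyclonal thymocytes in place of clonal lymphoma cells is in line with these values. If it holds, each gene comparison with the regressing samples mixes tissue type with any effect of treatment or outcome. Progressing against water is not free of composition either. B cell markers were lower there (-5.53), with Ighm at 2282 CPM in water and 107.9 in progressing samples. The most used Trbv segments were Trbv12-1, Trbv4 and Trbv13-2 in water, and Trbv31, Trbv20 and Trbv31 in progressing samples. Segments of the alpha chain gave effective numbers of 3.72, 22.8 and 55.0 in water, progressing and regressing samples. After subsampling to 102 reads these were 3.45, 19.7 and 38.8, and after merging subgroups 3.48, 15.7 and 26.7. The lowest regressing value stayed above the highest of the others, 38.5 against 23.55 after subsampling and 26.1 against 17.7 after merging. Lymphoma cells without Trbv transcripts would not show in this test.

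Chromosome-wide shifts were sought as a second sign of clonal cells. Autosome medians of log2 ratios to the regressing samples spread 2.37 to 5.14 times as widely as random gene sets in water and progressing samples and 1.34 to 1.40 times in regressing samples, a lowest-to-highest ratio of 1.70. Medians of chromosome 13 were -0.45 and -0.57 in water replicates 1 and 3, and medians of chromosome 5 were 0.50 and 0.69 in progressing replicates 1 and 3. Copy changes and other causes cannot be told apart: with all other samples as the reference the lowest-to-highest ratio was 0.847, and with the other samples of the group it was 3.08. Noise and composition stay open too (2.37), because rotating the gene order, which keeps neighbours together, gave as wide a spread in 14.5% of rotations for water replicate 2 and 15.5% for progressing replicate 3. The share was 0%, 2%, 6.5% and 0% for water replicates 1 and 3 and progressing replicates 1 and 2. With all other samples as the reference it was 0% for water replicate 2 and progressing replicate 1 and 12% for progressing replicate 3, and with the other samples of the group 0.5%, 0% and 7.5%. Among the water and progressing samples, only progressing replicate 3 stayed above 5% with every reference. Regressing replicates 1, 2 and 3 had shares of 51.5%, 27.5% and 29% against the other regressing samples. With all other samples as the reference they had 7%, 3.5% and 0.5%, so a low share was not confined to water and progressing samples.

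Animals of different sex in the W/W groups are argued against, since each library had at least 291 counts of 4 Y-linked genes. The lowest value, 21.3 CPM, was in progressing replicate 3, which also had the highest Xist level of these libraries, 5.13 CPM. In the C57 grafts Xist was at 56.7 and 39.6 CPM after ATO against 4.0 and 7.24 after PBS. The labels give neither the grafted cells nor the sex of the hosts. If the hosts were female, a larger share of host cells may be a source. It cannot be told apart from a change within cells, because Y-linked genes overlapped between the groups (lowest PBS over highest ATO 0.574) and their high level would hide a small share. A lower share of the most frequent cells, whatever their origin, that raises the other cell types alike is argued against, though only by camera calls. Macrophage markers fell (-0.73) while fibroblast and muscle markers rose, but these calls did not hold under fry (adjusted p = 0.414 each). A lower share that does not raise the others alike stays open, and some values go with it. Trbv19 was the most used Trbv segment in each graft, with 7668 and 5367 reads after PBS and 3703 and 3608 after ATO. Its share of Trbv reads overlapped between the groups. Thymocyte markers fell (-0.41). Mitochondrial reads acting on the other genes through library size are argued against in the grafts. Without mitochondrial genes the median log2 fold change of the other genes moved by 0.0013. The total of genes past the threshold changed by 1.004 times, with 1130 higher and 1019 lower against 1140 and 1017.

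Metal and oxidative stress genes lay at the 100th percentile in U937 cells, and the list passed in no mouse contrast. Detection is argued against as the reason, since the lowest count of Mt1, Mt2 or Hmox1 in a mouse library was 86. Dose and time after the last dose were not analysed here, and the difference between the systems was not tested.

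Other splits of the samples were counted. In each of the 3 contrasts of 3 against 3, 1 of 10 splits gave as many genes as the real one, itself, and no smaller share is possible. For both outcomes against water fitted as 2 groups, 366 genes passed, and 2 of 84 splits gave as many. The other one, progressing samples against the rest, gave 1189 genes.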
